A study of Mus musculus with 4 samples. Its data were reported in "Bidirectional regulation of postmitotic H3K27me3 distributions underlie cerebellar granule neuron maturation dynamics" (2023).

How the data were processed

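RNA was taken from the cerebellum of mice at postnatal day 14, in 2 libraries of WT animals and 2 of animals with a conditional deletion of Kdm6b (cKO). Kdm6b encodes a demethylase that removes methyl groups from lysine 27 of histone H3. Both genotypes carried 2 loxP-flanked Kdm6b alleles, and the cKO animals also carried Cre recombinase driven by Atoh1, a gene expressed in granule neuron precursors. The study states that tissue came from littermates of these genotypes. Per its methods each in vivo replicate was the tissue of an individual mouse, and RNA was enriched for poly(A) before paired-end sequencing of 150 bp. Groups and replicate numbers came from the sample titles. The description of each replicate 2 sample carries the number of replicate 1, and the title was followed.

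The authors trimmed reads with Trimmomatic 0.38, aligned them to GRCm38 (mm10) with STAR 2.7.2b, and counted them per gene with HTSeq over exon features, as the methods and the submitters' processing notes state. The strand setting of the counting was not given in the sources used here. The deposited values were whole-number counts per gene symbol, not normalised, for 55341 genes in each library. Every symbol matched a gene name of the GENCODE M21 annotation of GRCm38, which gave identifiers, coordinates, exon length and GC content. The totals that name no gene were kept out of library sizes and tests. Counts assigned to genes made up 39.0%, 39.4%, 40.4% and 40.5% of all deposited entries in WT 1, WT 2, cKO 1 and cKO 2, and entries in no annotated feature made up 49.6%, 49.1%, 48.9% and 48.8%. Entries that were not uniquely aligned made up 8.97% to 9.14%, ambiguous entries 0.805% to 0.917%, entries of low alignment quality 0.0689% to 0.0764%, and unaligned entries 0.766% to 1.43%. Reads shared between near-identical genes were dropped by this counting, so levels of genes with close copies, and of genes overlapping another gene, are uncertain.

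From these counts, genes with enough counts in 2 libraries were kept with filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 16617 genes. Libraries were scaled by TMM, with factors from 0.986 to 1.02, and cKO was compared with WT by edgeR's quasi-likelihood test (glmQLFit, glmQLFTest; two-sided). P-values were adjusted by Benjamini-Hochberg over all tested genes with a threshold of 0.05. Levels are given as CPM from edgeR's cpm function, scaled by TMM, as mean ± SD over the 2 libraries of a group, and standard errors of log2 fold changes were taken from the fold change and the F statistic. The common dispersion was 0.00537, a biological coefficient of variation of 7.33%. Replicate libraries of each group differed by more than sampling noise (chi-square per degree of freedom 3.72 for WT and 4.04 for cKO), and were counted as separate samples.

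Gene lists were tested against all other tested genes with camera of limma 3.58.1, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 35 lists. Camera with an estimated correlation and fry were run beside it. With an estimated correlation no list passed (smallest adjusted p = 0.447), and none passed fry's directional test (smallest adjusted p = 0.180), so the list calls below hold with the preset correlation. The lists covered granule neuron stages, cell cycle, receptors and channels, synaptic vesicles, immediate-early genes, axon guidance, other cell types of the cerebellum and its surroundings, Hox genes, biosynthesis and RNA handling. A further 7 lists came from the study. Of these, 5 named promoters with gained or lost H3K27me3 in ChIP-seq of other libraries, and 2 named genes changed by an EZH2 inhibitor in cultured neurons. The Hox list had too few tested genes and was not analysed here. Lists, tests, alternatives and the rule for naming genes were fixed before the data were examined. They were however written after reading the study and part of its supplementary expression values of these 4 libraries, so the authors' reading of the same samples was known when the lists of cell types and processes were drawn up, and these are not independent evidence of direction.

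Genes were named by rule: Kdm6b; Grin2c, Grm4, Mycn, Atoh1 and Gabrd, which the study names; the 8 largest increases and 8 largest decreases among genes past the threshold with mean CPM of at least 1 and with both cKO libraries beyond both WT libraries; and per list up to 3 members past the threshold with the smallest p, or 1 where none passed. Some genes that this rule takes are not reported here. On simulated counts for the 16617 genes of this comparison the test recovered 9.80% of changes of 0.3 on the log2 scale, 42.3% of 0.5, 79.4% of 1 and 95.1% of 2, and 4.27% of calls were false. Alternatives covered scaling, the filter on low counts, DESeq2 1.42.0, limma-voom, a replicate block, offsets for GC content and length, leaving out X and Y genes, and leaving out each library. A library left alone in its group was assumed to vary like the other group.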

Results

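The series measured gene expression by RNA-seq in cerebellar tissue at postnatal day 14, from 2 WT and 2 Kdm6b-cKO mice. It addressed how loss of the H3K27 demethylase KDM6B in granule neuron precursors altered gene expression while cerebellar granule neurons, the most abundant neurons of this tissue, were maturing. The libraries held 9358139 and 9421970 counts in genes for WT 1 and WT 2, and 9892363 and 8811849 for cKO 1 and cKO 2. Counts were spread over 24503, 24244, 23762 and 23610 genes, and the 10 most abundant genes took 3.49%, 3.56%, 2.96% and 3.0%. Xist, the RNA that coats the inactive X chromosome of females, was at 0.431 CPM in WT 1 and at 1359, 1409 and 1599 CPM in WT 2, cKO 1 and cKO 2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 233 CPM in WT 1 and to at most 0.672 CPM in the other libraries. WT 1 thus had the male pattern of these genes and the other libraries the female one, so sex ran partly with genotype. Leaving out X and Y genes does not remove an effect of sex on other genes. Only the fits without WT 1 compare libraries of the same pattern.

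Kdm6b itself was lower in both cKO libraries. Its level was 154 and 154 CPM in the WT libraries against 127 and 119 CPM in the cKO libraries, a log2 fold change of −0.33 (SE 0.076, edgeR adjusted p = 0.0162, n = 2 each). The gene (ENSMUSG00000018476.7) lies on the minus strand of GRCm38 chromosome 11, 69398508 to 69413675. The study places the loxP sites around exons 14 to 20, the part coding for the catalytic domain, and gives no coordinates. Assuming the exon numbering of the transcript Kdm6b-201, these exons run from 69400707 to 69402281. These exons hold 937 of the 6654 bp of the transcript Kdm6b-201, or 14.1%, so most of the exon length counted lies outside the deleted part. The antisense gene Kdm6bos (chromosome 11, 69401513 to 69402700), named here after its value was seen, has its first exon inside this stretch and shares 286 of its 840 exon bp with the floxed exons. Kdm6bos was at 17.4 ± 0.826 CPM in WT and 4.61 ± 0.182 CPM in cKO (mean ± SD, n = 2 each). Its log2 fold change was −1.91 (SE 0.20, edgeR adjusted p = 8.08e-06). On the shared part, reads of Kdm6bos cannot be told apart from those of Kdm6b unless the libraries kept strand and the counting used it. The call for Kdm6b was lost when any 1 library was left out (adjusted p = 0.141, 0.111, 0.269 and 0.493 in edgeR without WT 1, WT 2, cKO 1 and cKO 2), while the log2 fold change stayed between −0.37 and −0.28.

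**Figure D1:**
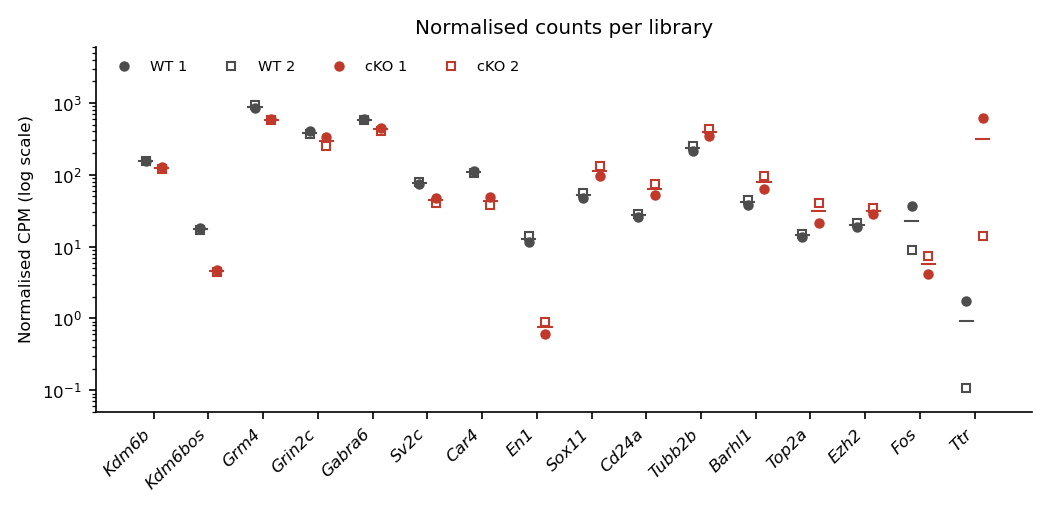
Normalised CPM on a log scale for 16 genes, with 1 point per library (WT in grey, cKO in red; filled circles replicate 1, open squares replicate 2) and a bar at the mean of each group. En1 sits at 11.5 and 14 CPM in WT and below 1 CPM in cKO, and Ttr reaches 609 CPM in cKO 1 alone.

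Across the transcriptome, 310 genes were higher and 361 lower in Kdm6b-cKO cerebellum out of 16617 tested (edgeR, adjusted p under 0.05). Most changes were modest, with a median of 1.41-fold among the higher genes and 1.36-fold among the lower ones, and 48 higher and 55 lower genes exceeded 2-fold. En1, a homeobox transcription factor gene of the midbrain and hindbrain (ENSMUSG00000058665.8, chromosome 1, 120602418 to 120607992), fell from 12.8 ± 1.76 to 0.75 ± 0.206 CPM (log2 fold change −4.08, SE 0.33), with edgeR adjusted p = 1.57e-07. Tnnc2 and Sln, genes of muscle calcium handling, fell from 2.54 ± 0.231 to 0.308 ± 0.277 CPM and from 2.32 ± 0.990 to 0.319 ± 0.0238 CPM. Gm47283, which the annotation places on chromosome Y from 90784738 to 90816464, was at 14.1 and 16.8 CPM in WT and at 0 and 0.336 CPM in cKO. The unnamed genes Gm43751 (2.00 ± 0.383 against 0.213 ± 0.0159 CPM) and Gm47591 (2.21 ± 1.15 against 0.336 ± 0.475 CPM) were also among the 8 largest decreases. Gm42418 and CT010467.1, both overlapping ribosomal RNA sequence on chromosome 17, completed that group and fell from 3797 ± 1207 to 679 ± 39.3 CPM and from 1731 ± 553 to 333 ± 27.4 CPM.

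Among the 8 largest increases, Capn11, a calpain protease gene, rose from 1.03 ± 0.382 to 7.62 ± 0.482 CPM (log2 fold change 2.88, SE 0.37), with edgeR adjusted p = 5.59e-05. Lockd, a long noncoding RNA gene next to Cdkn1b, rose from 0.701 ± 0.534 to 3.15 ± 2.04 CPM. The poorly characterised genes Gm9959 (0.270 ± 0.229 to 2.04 ± 0.602 CPM), 2210008F06Rik (0.648 ± 0.611 to 2.88 ± 0.515 CPM) and Gm49493 (0.432 ± 3.29e-04 to 1.91 ± 0.00765 CPM) rose at low levels. The other 3, Ttr, Kl and Car12, are markers of the choroid plexus, the epithelium that secretes cerebrospinal fluid, and were highest in cKO 1. Ttr was at 1.73, 0.108, 609 and 13.9 CPM in WT 1, WT 2, cKO 1 and cKO 2, Kl at 0.647, 1.51, 16.8 and 1.68 CPM, and Car12 at 0.971, 0.324, 6.65 and 1.12 CPM. These 3 calls were lost in limma-voom (adjusted p = 0.532, 0.180 and 0.144) and with no filter on low counts (edgeR adjusted p = 0.0609, 0.167 and 0.210).

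The count of changed genes fell with any 1 library left out, and by how much depended on the library and on the tool. Without cKO 1 or without cKO 2, 0 genes passed in edgeR and 0 in limma-voom, with 2315 and 1718 genes at an unadjusted p under 0.05 in edgeR, while DESeq2 called 244 and 83. The smallest edgeR adjusted p in these fits was 0.237 and 0.443, so the loss of a call there says little of any gene. Of the 82 called genes that the naming rule took, 68 kept their direction and a log2 fold change within 1.5 times with cKO 1 or cKO 2 left out, such as En1 (−3.81 and −4.37 without cKO 1 and cKO 2) and Capn11 (2.81 and 2.94). Those that moved by more without cKO 1 and cKO 2 included Grin2c (−0.61 and −0.19), Ttr (3.90 and 9.36), Kl (0.63 and 3.95), Car12 (0.78 and 3.34), Lockd (2.69 and 1.27), Barhl1 (1.2 and 0.62), Ccnd2 (1.21 and 0.60), Top2a (1.5 and 0.59), Slc17a7 (−0.60 and −0.28), Dcc (1.10 and 0.56) and Fabp7 (0.87 and 0.33). Gm47591 and Gm47283 also moved by more, but no fold is given for them because a cKO library is at 0 counts. This tally leaves out the WT libraries, and some genes moved by more than 1.5 times without 1 of those. Without WT 1 and WT 2 the log2 fold changes were 1.40 and 3.66 for 2210008F06Rik, 3.22 and 1.52 for Lockd, and −0.66 and −2.71 for Fos. The lost calls listed next are for genes named under Results, and those of genes named under Other observations are given there. Without WT 1, Grin2c, Gm9959, 2210008F06Rik, Gm49493, Sln, Ezh2, Gabrb2, Fos, Nr4a1 and Jun also lost their call in edgeR. The same held for Robo2, Dcc, Slc1a6, Ppp1r17, Slc1a3, Gdf10, Mal, Bcas1, Olig1 and Kdm6b. Without WT 2, Gm49493, Lockd, Gm43751, Tnnc2, Gm47591, Gabrb2, Kcnc1, Jun, Slc1a6, Ppp1r17, Gdf10, Bcas1, Olig1, Gpr17 and Kdm6b did. Calls were also lost in DESeq2 for Grin2c, Fos, Nr4a1, Ppp1r17, Fabp7, Mal, Bcas1, Olig1, Gpr17, Barhl1, Ccnd2, Top2a and Slc17a7, in limma-voom for Gm49493, Lockd, Fos, Ttr, Kl and Car12, and with no filter on low counts, where more genes were tested, for Grin2c, Gm9959, 2210008F06Rik, Gm49493, Sln, Lockd, Gm43751, Tnnc2, Gm47591, Ezh2, Gabrb2, Kcnc1, Kcng4, Fos, Nr4a1, Jun, Robo2, Dcc, Slc1a6, Ppp1r17, Slc1a3, Gdf10, Fabp7, Mal, Bcas1, Olig1, Gpr17, Kdm6b, Cenpf, Top2a, E2f1, Slc17a7, Ttr, Kl and Car12. With no filter 28952 genes were tested against 16617, which is too small a rise to account alone for these losses. The edgeR adjusted p of Ttr, for example, went from 4.11e-04 to 0.0609. DESeq2 gave no adjusted p for En1, Capn11, Th, Kl, Car12, Gm9959, Lockd, 2210008F06Rik, Gm49493, Gm47283, Gm43751, Tnnc2, Sln and Gm47591. Scaling by library size alone moved the lower genes from 53.8% to 40.2% of calls, and upper-quartile scaling moved them to 63.0%. Of the named genes, 2 lost their call with library size alone, among them Ppp1r17 (edgeR adjusted p = 0.0503). With upper-quartile scaling 3 did, and with a filter of mean CPM 1 did, Gm49493 (edgeR adjusted p = 0.0509). Of the tested genes 46.4% had groups that did not overlap, where chance gives 33.3% for 2 against 2.

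**Figure D2:**
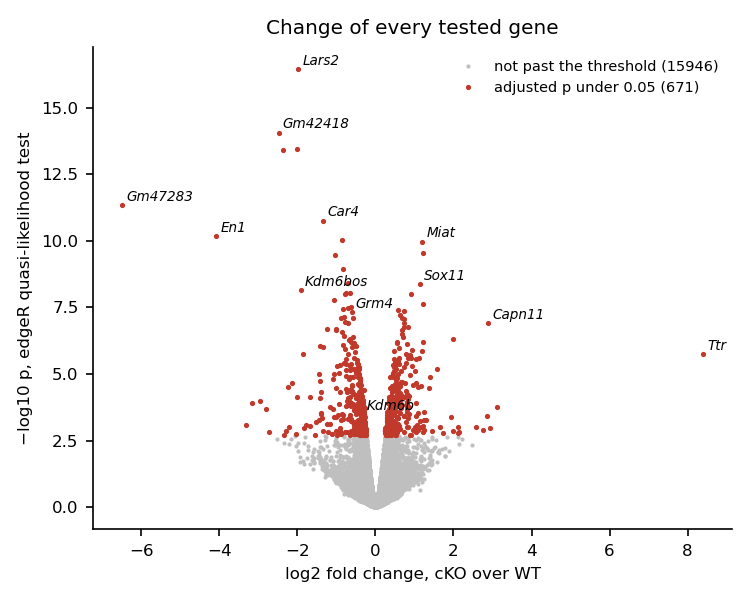
Log2 fold change (cKO over WT) against −log10 of the unadjusted p of edgeR's quasi-likelihood test for the 16617 tested genes, each a point, with the 671 genes past the threshold in red. Lars2 and Gm42418 have the smallest p and lie on the lower side, with En1, Car4 and Kdm6bos.

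Genes of mature granule neurons were lower in Kdm6b-cKO cerebellum. Of 26 measured members, 11 fell, 0 rose and 15 did not pass (1 higher and 17 lower when adjusted over the list alone). The list median was −0.25 on the log2 scale (camera adjusted p = 1.14e-08, and adjusted p = 0.462 with an estimated correlation), and it was −0.16 in cKO 1 and −0.29 in cKO 2. Without cKO 2 the median was −0.16 (camera adjusted p = 2.67e-04, and 2.29e-10 to 2.67e-04 over the libraries left out). Grm4, a metabotropic glutamate receptor gene (chromosome 17, 27422387 to 27521403), fell from 889.6 ± 70.0 to 583 ± 16.2 CPM (log2 fold change −0.61, SE 0.073), with edgeR adjusted p = 2.82e-05. Gabra6, which encodes a GABA-A receptor subunit of mature granule neurons, fell from 581 ± 14.7 to 428 ± 26.8 CPM (log2 fold change −0.44, SE 0.071), and the transcription factor gene Etv1 from 559 ± 11.6 to 416 ± 39.4 CPM (log2 fold change −0.43, SE 0.074). Grin2c, an NMDA receptor subunit gene of mature granule neurons, fell from 386 ± 23.3 to 296 ± 60.9 CPM (log2 fold change −0.38, SE 0.096, edgeR adjusted p = 0.0262). The log2 fold change of Grin2c was −0.61 without cKO 1 and −0.19 without cKO 2. Its call was also lost without WT 1 (edgeR adjusted p = 0.0839), with no filter on low counts (edgeR adjusted p = 0.196) and in DESeq2 (adjusted p = 0.554). Gabrd, a further GABA-A receptor subunit gene, was at 192 and 188 CPM in WT and at 180.0 and 128 CPM in cKO (edgeR adjusted p = 0.121). The log2 fold change of Gabrd was −0.30, and it was −0.57 without cKO 1 and −0.076 without cKO 2. Gabrd passed with a replicate block (edgeR adjusted p = 0.00161) and with that block plus GC and length offsets (edgeR adjusted p = 0.00685).

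Synaptic vesicle genes were also lower. Of 29 synaptic vesicle genes, 7 fell and 0 rose (2 higher and 14 lower when adjusted over the list alone), with a median of −0.15 (camera adjusted p = 3.95e-05, and adjusted p = 0.462 with an estimated correlation). Sv2c fell from 76.6 ± 3.03 to 44.5 ± 5.01 CPM (log2 fold change −0.78, SE 0.099), the active zone gene Bsn from 513 ± 35.4 to 385 ± 9.27 CPM, and Slc17a7, the vesicular glutamate transporter of granule neurons, from 736 ± 41.5 to 545 ± 84.6 CPM. The call for Slc17a7 was lost in DESeq2 (adjusted p = 0.184) and with no filter on low counts (edgeR adjusted p = 0.0695). Of 17 GABA and glycine receptor genes, 5 fell and 0 rose (1 higher and 8 lower when adjusted over the list alone), among them Gabrb2 (−0.33, SE 0.071 on the log2 scale). That list had a median of −0.19 and a mean of −0.029, with 5 members above 0 and 12 below (camera adjusted p = 0.00414, and adjusted p = 0.447 with an estimated correlation) and its call was lost without WT 1, where the median was −0.13 (camera adjusted p = 0.0502, and 0.00395 to 0.0502 over the libraries left out). Of 25 glutamate receptor genes, 2, Grm4 and Grin2c, fell and 1, Grm5, rose from 39.5 ± 0.335 to 56.8 ± 1.46 CPM (2 higher and 2 lower when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.0898), though it passed as lower with limma-voom statistics (camera adjusted p = 0.0311) and without cKO 1 (camera adjusted p = 0.0397). Of 27 voltage-gated potassium channel genes 2 fell, Kcng4 (−0.43, SE 0.084) and Kcnc1 (−0.28, SE 0.072), with no call for the list (camera adjusted p = 0.313; 0 higher and 2 lower when adjusted over the list alone).

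Genes of newly postmitotic neurons were higher in Kdm6b-cKO cerebellum. Of 31 members, 16 rose, 0 fell and 15 did not pass (23 higher and 0 lower when adjusted over the list alone). The median was 0.37 (camera adjusted p = 5.70e-30, and adjusted p = 0.447 with an estimated correlation), with 0.24 in cKO 1 and 0.54 in cKO 2. Left without cKO 2, the list had a median of 0.24 (camera adjusted p = 3.32e-11, and 4.78e-34 to 3.32e-11 over the libraries left out). Higher values of some members, such as Cd24a and Basp1, had been seen in the study's supplementary values of these libraries before the list was written, as had those of Dcc and Draxin in the axon guidance list, so neither is independent evidence of direction. Sox11, a transcription factor gene of immature neurons (chromosome 12, 27334264 to 27342574), rose from 51.5 ± 5.53 to 113 ± 25.9 CPM (log2 fold change 1.13, SE 0.12), with edgeR adjusted p = 5.07e-06. Cd24a, a surface glycoprotein gene of immature neurons, rose from 27.3 ± 1.85 to 63.8 ± 16.6 CPM (log2 fold change 1.22, SE 0.14), and the beta-tubulin gene Tubb2b from 233 ± 22.7 to 390.4 ± 67.2 CPM (log2 fold change 0.74, SE 0.093). Of 44 axon guidance genes 4 rose and 1 fell (6 higher and 1 lower when adjusted over the list alone), with a median of 0.11 (camera adjusted p = 0.00430, and adjusted p = 0.462 with an estimated correlation). On the log2 scale Draxin (0.91, SE 0.14), Robo2 (0.45, SE 0.095) and Dcc (0.85, SE 0.19), which encode a guidance ligand and receptors, rose. The axon guidance call was lost without cKO 2, where the median was 0.10 (camera adjusted p = 0.142, and 0.00208 to 0.142 over the libraries left out), and with DESeq2 statistics (camera adjusted p = 0.0567).

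Progenitor and cell cycle genes were also higher. Of 17 granule neuron progenitor genes 5 rose and 0 fell (6 higher and 1 lower when adjusted over the list alone), with a median of 0.090 and a mean of 0.28 (camera adjusted p = 1.23e-04, and adjusted p = 0.447 with an estimated correlation). The progenitor median was 0.19, 0.17, 0.21 and 0.093 without WT 1, WT 2, cKO 1 and cKO 2 (camera adjusted p = 1.85e-05 to 0.0237 over the libraries left out). Barhl1, a homeobox gene of the granule lineage, rose from 41.3 ± 5.45 to 79.1 ± 22.3 CPM (log2 fold change 0.93, SE 0.14), with edgeR adjusted p = 3.34e-04. Sfrp1, a secreted modulator of Wnt signalling, rose from 16.1 ± 1.06 to 33.1 ± 8.54 CPM, and the cyclin gene Ccnd2 from 34.3 ± 6.21 to 65.5 ± 19.4 CPM. In DESeq2 the calls for Barhl1 and Ccnd2 were lost (adjusted p = 0.0754 and 0.152). Mycn, a proliferation gene of granule neuron precursors, was at 13.1, 14.8, 13.7 and 20.9 CPM in WT 1, WT 2, cKO 1 and cKO 2 (edgeR adjusted p = 0.455), and its log2 fold change went from 0.31 to −0.020 without cKO 2. Atoh1, the precursor transcription factor gene, had 4, 7, 5 and 18 counts in WT 1, WT 2, cKO 1 and cKO 2 and was not tested. Of 39 cell cycle genes 8 rose, 0 fell and 31 did not pass (15 higher and 0 lower when adjusted over the list alone). The cell cycle median was 0.63 (camera adjusted p = 6.39e-11, and adjusted p = 0.462 with an estimated correlation), 0.21 in cKO 1 and 0.90 in cKO 2, and it was 0.20 without cKO 2 and 0.90 without cKO 1 (camera adjusted p = 1.29e-15 to 0.00901 over the libraries left out). The cell cycle median of WT 1 minus WT 2 was −0.19, close in size to the 0.21 of cKO 1. Cenpf (1.39, SE 0.25), Top2a (1.10, SE 0.21) and E2f1 (0.83, SE 0.17 on the log2 scale) rose, which act in chromosome segregation, DNA topology and entry into S phase. The call for Top2a was lost in DESeq2 (adjusted p = 0.233), and with no filter on low counts those for Cenpf, Top2a and E2f1 were (edgeR adjusted p = 0.0510, 0.0829 and 0.0617).

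**Figure D3:**
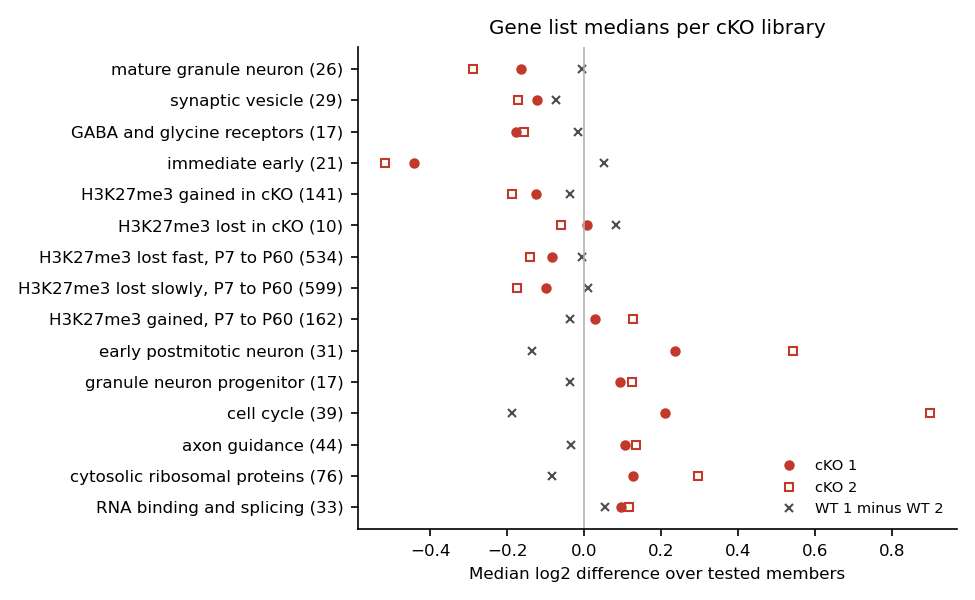
Median log2 difference over the tested members of 15 gene lists (number tested in parentheses), for cKO 1 (filled circles) and cKO 2 (open squares) against the WT mean, with WT 1 minus WT 2 (crosses) for scale. The cell cycle list sits at 0.21 in cKO 1 and 0.90 in cKO 2.

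Genes whose promoters gained the repressive mark H3K27me3 in Kdm6b-cKO cerebellum were lower. These promoters had been defined by the study from ChIP-seq of other libraries of the same genotypes. Of 141 tested, 31 fell, 3 rose and 107 did not pass (10 higher and 53 lower when adjusted over the list alone), against 3.06 lower genes expected at the share of all tested genes (Fisher's exact test adjusted p = 6.05e-22, which treats genes as independent). The median was −0.15 (camera adjusted p = 1.41e-09, and adjusted p = 0.447 with an estimated correlation). Beyond Grm4, Bcl6, a transcriptional repressor gene, fell from 54.3 ± 0.499 to 30.9 ± 3.32 CPM (log2 fold change −0.81, SE 0.11), and the adenylate kinase gene Ak4 from 106 ± 17 to 64.9 ± 10.2 CPM. Of 10 genes with promoters that lost H3K27me3 in the cKO, 0 fell and 0 rose in edgeR, DESeq2 and limma-voom alike, with 2 at an unadjusted p under 0.05 in edgeR (camera adjusted p = 0.972; 0 higher and 0 lower when adjusted over the list alone). The member with the smallest p was Sfi1, at 27.5 ± 0.513 CPM in WT and 22 ± 3.91 CPM in cKO (edgeR adjusted p = 0.271).

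Genes whose promoters lose H3K27me3 between postnatal days 7 and 60, in the study's lists from the developing cerebellum, were also lower in the cKO. Of 534 genes with fast loss 72 fell and 3 rose (10 higher and 110 lower when adjusted over the list alone), with a median of −0.10 (camera adjusted p = 4.80e-09, and adjusted p = 0.447 with an estimated correlation). Of 599 genes with slow loss 58 fell and 3 rose (7 higher and 87 lower when adjusted over the list alone), with a median of −0.14 (camera adjusted p = 7.26e-09, and adjusted p = 0.447 with an estimated correlation). Car4, a carbonic anhydrase gene (chromosome 11, 84957786 to 84966044), fell from 110.2 ± 5.56 to 43.4 ± 8.02 CPM (log2 fold change −1.34, SE 0.10), with edgeR adjusted p = 4.82e-08. Kndc1 fell from 450.4 ± 3.47 to 279 ± 20.3 CPM and the protein kinase C gene Prkcd from 103 ± 3.28 to 61.1 ± 1.75 CPM among the fast genes. Sowaha (−1.07, SE 0.12) and Megf11 (−0.64, SE 0.075 on the log2 scale) fell among the slow genes, as did Sv2c, which is in both lists with Megf11. Genes whose promoters gain H3K27me3 over the same interval went the other way. Of 162 tested, 16 rose and 4 fell (23 higher and 6 lower when adjusted over the list alone), with a median of 0.059 (camera adjusted p = 0.00335, and adjusted p = 0.478 with an estimated correlation), and that call was lost without cKO 2 (camera adjusted p = 0.245, and 2.79e-04 to 0.245 over the libraries left out). Its median was 0.028 without cKO 2 and 0.12 without cKO 1. Sox11 and Cd24a were among those that rose, whereas Cnpy1, a gene beside En2, fell from 538 ± 35.5 to 296 ± 6.49 CPM (log2 fold change −0.86, SE 0.072).

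Among the enzymes of H3K27 methylation, Ezh2 was higher. Of 12 writer, reader and eraser genes 1 rose, which was the methyltransferase gene Ezh2, from 20.1 ± 2.00 to 31.5 ± 4.90 CPM (log2 fold change 0.65, SE 0.14), with edgeR adjusted p = 0.0111 (camera adjusted p for the list = 0.109; 2 higher and 0 lower when adjusted over the list alone). Kdm6b, which fell, was not in this list. The list passed as higher with no filter on low counts (camera adjusted p = 0.0491). The call for Ezh2 was lost without WT 1 (edgeR adjusted p = 0.0887). Of 5 ZIC transcription factor genes 0 rose and 0 fell in edgeR, DESeq2 and limma-voom, with 0 at an unadjusted p under 0.05 in edgeR (camera adjusted p = 0.545), and Zic1 was at 1356 ± 81.7 CPM in WT and 1479.8 ± 5.08 CPM in cKO.

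Immediate-early genes, which respond to neuronal activity within minutes, were lower in Kdm6b-cKO cerebellum. Of 21 members 8 fell and 0 rose (0 higher and 12 lower when adjusted over the list alone), with a median of −0.49 (camera adjusted p = 3.19e-11, and adjusted p = 0.447 with an estimated correlation). Fos was at 37.0 and 8.96 CPM in WT 1 and WT 2 and at 4.13 and 7.28 CPM in cKO 1 and cKO 2 and its call was lost without WT 1 (edgeR adjusted p = 0.429), with no filter on low counts (edgeR adjusted p = 0.140), in DESeq2 (adjusted p = 0.422) and in limma-voom (adjusted p = 0.0633). Nr4a1 was at 37.9 and 20.8 CPM against 16.6 and 13.8 CPM, and Jun at 65.3 and 66.0 CPM against 48.8 and 49.1 CPM. The call for Nr4a1 was lost with no filter (edgeR adjusted p = 0.134) and in DESeq2 (adjusted p = 0.371), and without WT 1 the log2 fold changes of Fos and Nr4a1 were −0.66 and −0.45. The list kept its call with each library left out (camera adjusted p = 6.18e-17 to 1.94e-05 over the libraries left out), with a median of −0.36 without WT 1.

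Markers of the choroid plexus were higher in cKO 1. The other lists given here held some changed genes, and those of the next paragraph held none. At the share of all tested genes, 0.808 changed genes were expected in a list of 20, 0.404 in 10 and 0.242 in 6. The other lists given here held more than that, an excess that was not tested. Of 16 choroid plexus genes 4 rose and 0 fell in edgeR, 1 passed in DESeq2 and 0 in limma-voom (6 higher and 0 lower when adjusted over the list alone), with a median of 1.2 (camera adjusted p = 1.33e-05, and adjusted p = 0.478 with an estimated correlation). This median was 1.79 in cKO 1 and −0.23 in cKO 2, and it was −0.33 without cKO 1, 2.24 without cKO 2 and 2.00 without WT 1 (camera adjusted p = 0.678 without cKO 1, and 1.09e-25 to 0.678 over the libraries left out). Higher Ttr had been seen in the study's supplementary values before this list was written. Of 20 astrocyte and Bergmann glia genes 5 fell, among them Slc1a3 (−0.30, SE 0.067) and Gdf10 (−0.29, SE 0.068), and 1 rose, Fabp7 (0.62, SE 0.12; camera adjusted p = 0.0815; 2 higher and 8 lower when adjusted over the list alone). The astrocyte and Bergmann glia list passed as lower with X and Y genes left out, with limma-voom statistics and with no filter (camera adjusted p = 0.00739 and 0.0216 in the last 2), and without cKO 1 (camera adjusted p = 0.0256). Of 20 myelin genes 2 fell, among them Mal (−0.30, SE 0.076), and 1 rose, Bcas1 (0.32, SE 0.084), with a median of −0.14 (camera adjusted p = 0.0263, and adjusted p = 0.513 with an estimated correlation; 1 higher and 2 lower when adjusted over the list alone). The myelin call was lost without WT 1, where the median was −0.12 (camera adjusted p = 0.147, and 0.0191 to 0.147 over the libraries left out). Of 10 oligodendrocyte precursor genes 1 rose, Gpr17 (0.34, SE 0.087), and 1 fell, Olig1 (−0.30, SE 0.078; camera adjusted p = 0.576; 1 higher and 1 lower when adjusted over the list alone). Of 20 Purkinje cell genes 1 rose, Slc1a6 (0.29, SE 0.067), and 1 fell, Ppp1r17 (−0.30, SE 0.077; camera adjusted p = 0.151; 1 higher and 2 lower when adjusted over the list alone), and the Purkinje list passed as lower with limma-voom statistics (camera adjusted p = 0.0271). Of 6 midbrain and brainstem neuron genes 1 fell, Th, the rate-limiting enzyme of catecholamine synthesis, from 9.23 ± 0.375 to 2.53 ± 0.562 CPM (log2 fold change −1.86, SE 0.28) (camera adjusted p = 0.728; 1 higher and 1 lower when adjusted over the list alone), and this list had a positive median of 0.099 and a negative mean of −0.064.

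No member passed in edgeR, in DESeq2 or in limma-voom among 12 GABAergic interneuron, 16 microglia, 18 endothelial and pericyte, 18 meningeal fibroblast and 7 blood genes, of which 2, 1, 1, 4 and 0 had an unadjusted p under 0.05 in edgeR. Adjusted over the list alone, 0 passed in each of these lists. The endothelial and pericyte list had a negative median of −0.067 and a positive mean of 0.00675. The camera adjusted p-values of the 5 lists, in the order given, were 0.151, 0.696, 0.876, 0.745 and 0.696. The members with the smallest p among the interneuron, endothelial, meningeal and blood genes were Pvalb (log2 fold change −0.17, SE 0.072), Abcb1a (−0.30, SE 0.13), Col6a1 (−0.34, SE 0.13) and Hbb-bt (0.53, SE 0.29). With each library left out these ranged from −0.24 to −0.088, −0.38 to −0.21, −0.49 to −0.20 and 0.38 to 0.67.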

Values the study reported

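The study reported 111 genes with elevated and 150 genes with reduced expression in Kdm6b-cKO cerebellum. The threshold behind these counts was not stated.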

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

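Scaling (DESeq2 size factors, upper quartile, library size), a filter of mean CPM, limma-voom, GC and length offsets and leaving out X and Y genes kept the counts of higher and lower genes within 1.5 times 310 and 361. The counts were 137 and 183 in DESeq2 and 71 and 106 with no filter on low counts. They were 55 and 75 against a 1.2-fold change and 505 and 539 at an adjusted p under 0.1. The larger number of genes tested with no filter does not alone account for the calls lost there. Apart from the stricter or looser thresholds, the cause was not tested. DESeq2 called 320 genes, 318 of them shared. With each library left out they ranged from 0 to 263 higher and 0 to 244 lower, with fewer samples. A replicate block gave 549 and 581, and 518 and 543 with GC and length offsets. Across genes the deviations of WT 1 and cKO 1 were hardly correlated (correlation 0.0429). This gave no sign that the numbers pair the samples. A correlation across genes cannot exclude pairing for part of them, so pairing stays open. Leaving out the ribosomal RNA features, chosen after seeing the data, gave 312 and 359.

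Kdm6b had log2 fold changes of −0.33 with no filter (adjusted p = 0.0722) and −0.37 to −0.28 with each library left out. Camera with an estimated correlation and fry gave adjusted p-values of 0.462 and 0.194 (mature granule neuron), 0.447 and 0.213 (progenitor), 0.462 and 0.306 (cell cycle), 0.447 and 0.213 (early neuron), 0.447 and 0.180 (gained-promoter), 0.478 and 0.303 (developmental gain), 0.447 and 0.180 (fast loss), 0.447 and 0.180 (slow loss). With each library left out the developmental gain list ranged over adjusted p = 2.79e-04 to 0.245 and genes with lost promoters over 0.610 to 0.911, with their direction turned without WT 2 and without cKO 2. Direction also turned, with no call, with each library left out for Mycn (−0.020 to 0.59), and in adjusted p for ZIC genes (0.170 to 0.821), oligodendrocyte precursors (0.237 to 0.620), microglia (0.400 to 0.903), endothelium (0.771 to 0.979), meninges (0.216 to 0.876) and midbrain neurons (0.610 to 0.998; 0.697 in DESeq2, 0.995 in limma-voom), and for choroid plexus (1.09e-25 to 0.678) without cKO 1; the cause was not tested. Of 91 named genes, 16 of those with an adjusted p lost their call in DESeq2, 7 in limma-voom, 43 with no filter, 27 without WT 1, 19 without WT 2 and 82 without either cKO library. Library size alone, upper-quartile scaling and the filter of mean CPM ended the calls of 2, 3 and 1 named genes. On simulated counts 42.3% of log2 changes of 0.5 were recovered, so smaller ones were mostly not detectable.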

Other observations

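Genes of protein synthesis and RNA handling were higher in Kdm6b-cKO cerebellum. Of 76 cytosolic ribosomal protein genes 13 rose and 0 fell (35 higher and 0 lower when adjusted over the list alone), with a median of 0.22 (camera adjusted p = 1.81e-17, and adjusted p = 0.462 with an estimated correlation), 0.13 in cKO 1 and 0.30 in cKO 2. Rps29 rose from 25.8 ± 2.61 to 41.7 ± 5.06 CPM (log2 fold change 0.69, SE 0.13), and Rpl27 (0.43, SE 0.082) and Rpl23 (0.49, SE 0.094) rose less. These genes have many processed copies, so their levels are uncertain. Of 33 genes of RNA binding and splicing 8 rose and 0 fell (12 higher and 0 lower when adjusted over the list alone), with a median of 0.11 (camera adjusted p = 3.20e-07, and adjusted p = 0.447 with an estimated correlation). Hnrnpa1 rose from 241 ± 13.6 to 362 ± 4.19 CPM (log2 fold change 0.59, SE 0.070), Taf15 from 48.1 ± 4.31 to 73.6 ± 1.64 CPM, and the cold-inducible RNA-binding protein gene Cirbp from 63.5 ± 2.32 to 91.2 ± 3.63 CPM. Higher values of Taf15 and Cirbp, and of Mvd and Ndufb8 in the lists that follow, had been seen in the study's supplementary values before the lists were written, which are therefore not independent evidence of direction. Without cKO 2 the ribosomal protein median was 0.13 (camera adjusted p = 9.48e-07, and 8.72e-27 to 9.48e-07 over the libraries left out).

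Of 25 cholesterol synthesis genes 3 rose, among them Mvd (0.54, SE 0.11) and Sqle (0.29, SE 0.079), and 0 fell (7 higher and 0 lower when adjusted over the list alone), with a median of 0.15 (camera adjusted p = 8.09e-05, and adjusted p = 0.462 with an estimated correlation). Of 87 nuclear genes of oxidative phosphorylation 3 rose, Ndufb8 (0.62, SE 0.13), Ndufb3 (0.52, SE 0.14) and Atp5e (0.33, SE 0.092), and 0 fell (3 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0263, and adjusted p = 0.462 with an estimated correlation). Of 10 genes of the mitochondrial genome 3 fell, mt-Co1 (−0.28, SE 0.055), mt-Nd5 (−0.28, SE 0.062) and mt-Nd6 (−0.26, SE 0.068), and 0 rose (0 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0493, and adjusted p = 0.572 with an estimated correlation). Without WT 1 the edgeR calls for Mvd (0.0943), Sqle (0.458), Rpl23 (0.0999), Ndufb8 (0.0713), Atp5e (0.208) and mt-Nd6 (0.143) were lost (adjusted p in parentheses), and without WT 2 those for Sqle (0.102), Ndufb3 (0.317), Atp5e (0.223) and mt-Nd6 (0.0882). Those for Sqle, Ndufb3 and Atp5e were lost in DESeq2, and those for Sqle, Rpl23, Ndufb8, Ndufb3, Atp5e and mt-Nd6 with no filter on low counts. The cholesterol median was 0.10 without cKO 2. The oxidative phosphorylation call was lost without WT 1, cKO 1 and cKO 2 (camera adjusted p = 0.185, 0.0579 and 0.0505), where the median of 0.049 became 0.032, 0.064 and 0.061, and with DESeq2 statistics. The mitochondrial genome call was lost in 8 of 17 alternatives, among them scaling by library size, no filter on low counts and the replicate block, and without WT 1 and cKO 1 (camera adjusted p = 0.203 and 0.148; medians −0.15 and −0.11 against −0.20). Of 259 genes that EZH2 inhibition lowered in cultured granule neurons 46 fell and 10 rose (13 higher and 66 lower when adjusted over the list alone), with a median of −0.12 (camera adjusted p = 9.96e-09, and adjusted p = 0.462 with an estimated correlation), whereas of 345 genes that it raised 14 rose and 15 fell (23 higher and 19 lower when adjusted over the list alone; camera adjusted p = 0.728). Necab3 (0.67, SE 0.083) rose and Sowaha and Grm4 fell in the former list. Basp1 (0.72, SE 0.092) and Eln (0.74, SE 0.097) rose and En1 fell in the latter. At the share of all tested genes, 6.44 higher and 7.50 lower genes were expected among the raised genes. Both were exceeded (Fisher's exact test adjusted p = 0.0159 and 0.0225, which treats genes as independent). Among the lowered genes 4.83 and 5.63 were expected, and both were exceeded too (Fisher's exact test adjusted p = 0.0437 and 5.61e-28). Without cKO 2 the median of the genes that inhibition lowered was −0.073.

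Tests on cKO library 2 alone, and those on early neuron genes with GC offsets and without WT 1, were chosen after the results were seen, as was leaving out immediate-early genes. How some tests were read was also settled after their values were seen: the antisense ratio by its median rather than its interval, a list's remaining size by more than 1 bootstrap SE, the neighbours of En1 by exact bounds, small RNA genes only where outside other genes, library totals without TMM, and the test within the promoter lists as undecided at a p over 0.05. A first pattern was that antisense genes moved with the gene on the other strand. Miat rose by a log2 fold change of 1.2, SE 0.10 and its antisense neighbour Gm26953 by 1.23, SE 0.11. A set of pairs held antisense genes at least 90% inside exons of 1 gene on the other strand. The gene on the other strand was at 20 CPM or more, and Miat and Gm26953 are not in the set. The log2 fold changes of its 146 tested pairs correlated across genes, which are not independent replicates (Spearman's rho 0.568). A candidate explanation is that libraries carrying no strand information were counted by strand, which would send about equal numbers of reads to both genes. Over 181 antisense genes lying at least 90% inside exons of 1 gene on the other strand, the median log2 ratio of read density, antisense over partner, was 0.88 (95% bootstrap interval 0.66 to 1.07), within the range of 1 either side of 0 that this would give, though the interval reaches past it, and 32.6% of pairs were within 2-fold. Between 48.8% and 49.6% of entries fell in no feature, and Kdm6bos may therefore report on the floxed exons of Kdm6b, which remains untested.

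A further pattern was that features of ribosomal RNA were lower in cKO: Gm42418, CT010467.1, Gm23935 (−2.01, SE 0.11) and Lars2 (−1.98, SE 0.077), which are known to collect reads of ribosomal RNA, the last 2 named after their values were seen. Together they took 0.521% and 0.785% of counts in WT 1 and WT 2 against 0.126% and 0.133% in cKO 1 and cKO 2, and unaligned entries made up 1.36% and 1.43% against 0.766% and 0.779%. Weaker poly(A) selection in WT would also leave other RNAs without a poly(A) tail lower in cKO, and a median above −0.1 over such genes had been set beforehand to count against it. The 30 tested small RNA genes had a median of 0.042, but 27 of them overlap another gene and so may count its reads, and the other 3, with a median of −0.89 (SE 0.74), are too few to decide. The 4 features took at most 0.785% of counts, and with scaling by library size alone leaving them out moved the median log2 fold change of the other genes by 0.00759, which counts against a shift of the rest through library totals. Weaker poly(A) selection in WT and a difference between the animals stay open, since both run with the groups.

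The pattern of lower genes with gained H3K27me3 promoters and higher early neuron genes was set against GC content and length, and against single libraries. With GC and length offsets the median of the gained-promoter list was −0.15 and that of the early neuron list 0.37, close to −0.15 and 0.37 without them. Without WT 1 they were −0.19 (immediate-early genes also left out) and 0.30, which counts against WT 1 as their whole source. Without cKO 2 the gained-promoter median was −0.12, while the early neuron median of 0.24 (SE 0.078) leaves open how far cKO 2 alone set its size. A delay of granule neuron maturation in the cKO is a candidate explanation, as is a difference in dissection between the animals, which were littermates per the study, and these libraries cannot separate them.

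Of the 3 splits of the 4 libraries into 2 and 2, the real one called 671 genes and the highest of the others 0 (edgeR), and 1 split reached the real count, but 3 splits are too few for a share under 0.05. The hypothesis that gained-promoter genes fell more than other genes whose promoters lose H3K27me3 between days 7 and 60 did not pass its test, and a p over 0.05 had been set beforehand to count against it. Camera within the union of those lists gave p = 0.12 (p = 0.426 with an estimated correlation), with medians of −0.15 over 141 and −0.11 over 964 genes, but that bound was too strict, since a p over a threshold does not show that they fell alike. The gained-promoter genes split within themselves, with a median of −0.19 over the 114 that also lose the mark in development and −0.023 over the other 27, a difference that was not tested. Genes lowered by EZH2 inhibition kept a median of −0.067 over 149 genes once maturation, receptor, synaptic and H3K27me3 list members were left out, against −0.12 over all of them, so shared members may carry part of that decrease. For En1, a linked stretch of chromosome 1 that differs between the groups was considered, and 1 of 26 tested genes within 5 Mb had changed (3.85%, exact binomial 95% interval 0.0973% to 19.6%), against 4.04% of all tested genes. This lies under the bound of 2 times that share set against the explanation, but the interval reaches past it, so these genes were too few to decide. Along the chromosomes, the 5 Mb window with the smallest binomial p held 6 changed genes of 28 on chromosome 3 from 120 to 125 Mb, and shuffled calls gave a window with a p as small with permutation p = 0.145.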
